A study of Mus musculus with 6 samples.

How the data were processed

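Messenger RNA levels were measured by RNA-seq in thymic iNKT1 cells, the invariant natural killer T cells of the T-bet-expressing, interferon-producing subset. The cells came from mice on a C57BL/6 background. The control group (Ctrl) carried a Cre recombinase transgene driven by Tbx21 and a Rosa26 yellow fluorescent protein reporter. The conditional knockout group (cKO) carried in addition loxP-flanked alleles of Tgfbr2, which encodes a receptor subunit for TGF-beta. Each group had 3 libraries. Per the labels' protocols, total RNA was purified with a Qiagen micro-scale kit, libraries were made with the NuGEN Ovation Ultralow system, and reads of 75 bases were obtained on an Illumina NextSeq instrument. Neither a DNase step nor strand-specific counting was stated in the labels.

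The measurements came as 1 table of 17985 genes. Its per-library values were in CPM (read counts scaled to a common library total), which the authors computed from read counts, and its name states HTSeq and edgeR. The aligner, the genome build and the tool versions were not stated. Each deposited CPM column consisted of whole multiples of the value of 1 read, so the reads were recovered: 100% of the values came out whole in every library. The listed genes held between 99.4% and 99.9% of each library total, so the library totals were those before genes were filtered. No between-library scaling factor was seen in the values. Per the file headers the authors also deposited a log2 fold change, an average log2 CPM, a likelihood-ratio score, a p-value and an adjusted p-value per gene, and marks for genes called higher or lower. The largest adjusted p-value in the authors' deposited table among marked genes was 0.00935 and the smallest among unmarked genes was 0.0130, so the marks fell on either side of 0.01. The table's columns name the groups WT and KO; these were taken as Ctrl and cKO because the replicate numbers and tissue match and only these groups exist.

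Gene positions are given as in the deposited table. They were compared with GENCODE release M21 on the mouse build GRCm38: 17825 of the 17985 gene identifiers were present there, and 99.9% of these overlapped the position in that release, with identical start and end for 70.5%. Of 930 genes without a symbol in the table, 892 were named from that release. Reads that map to near-identical copies of a gene (pseudogenes, multigene families) or to overlapping genes can have been assigned to either copy or dropped, and values of such genes are uncertain.

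The library totals ran from 28832779 to 68092478 reads, so that 1 read was worth between 0.0147 and 0.0347 CPM and 3 reads between 0.0441 and 0.104 CPM. Library pairs within a group were compared by a chi-square test of their reads over genes. The statistic per degree of freedom lay between 18.8 and 190.8, so that no pair of libraries agreed within sampling noise and all 6 were kept as separate replicates. Reads carried no molecular identifiers, so library depth describes counting error only.

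The design written before the data were examined assumed raw counts and edgeR's quasi-likelihood test, and named limma on log2 values in case the table held normalized values. Since the unit was CPM, that limma test was used: log2(CPM + 1), genes with a mean of at least 1 CPM over the 6 libraries, group as the only term, a mean-variance trend and robust empirical Bayes moderation, with Benjamini-Hochberg adjustment over all tested genes. The threshold was an adjusted p-value of 0.05. Every adjusted p-value in the text is limma's unless another tool is named. Fold changes are on the log2(CPM + 1) scale, which understates changes of genes with low values. Means and standard deviations are of CPM over 3 libraries. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p-value under 0.1, and none is reported.

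Gene lists were written before the data were examined. The 7 lists for set tests were TGF-beta/SMAD response, tissue residency, circulation and egress, iNKT1 effector, iNKT2, iNKT17 and proliferation. They were tested with limma's camera at a preset correlation between genes of 0.01, two-sided, with adjustment over the 7 lists. Another 8 lists served as technical checks: immediate early and stress, B cell, myeloid, double-positive thymocyte, epithelial and stromal, erythroid, sex-linked, and mitochondrially encoded genes. Genes named in the text were chosen by a rule fixed before the data were examined. Tgfbr2, Tbx21 and Zbtb16 were named whatever their result. The 6 largest rises and 6 largest falls were named among genes past the threshold whose groups did not overlap and whose mean was at least 5 CPM. For each of the 7 lists, up to 4 members past the threshold were named by smallest p-value. Some genes that the rule selects are not reported here. Other genes named were chosen after their values were seen, and this is said where they appear.

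Both groups share replicate numbers 1, 2 and 3, and it was checked whether the numbers pair the libraries. Deviations from the group means correlated across genes at 0.855 for the libraries numbered 1, 0.687 for those numbered 2 and 0.924 for those numbered 3. The numbers therefore pair the libraries by a rule that asks for over 0.1 in each pair; the source of the pairing is the data, since the labels do not say what a number stands for. Libraries with different numbers also correlated, at 0.718 for Ctrl 2 with cKO 1 and 0.578 for Ctrl 1 with cKO 2, so the pairing mostly separates replicate 3 from replicates 1 and 2. The fit with the replicate number as a block is given beside results whose call it changed or whose count it moved by more than 1.5 times.

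Alternatives planned before the data were examined were other scaling (DESeq2-type size factors, upper quartile), other filters (none, or at least 1 CPM in at least 3 libraries), DESeq2's Wald test and limma-voom on the recovered reads, no robust moderation, the replicate block, thinning to the smallest library, leaving out each library in turn, camera with an estimated correlation, limma's fry test and an adjusted p-value threshold of 0.01. Alternatives added after seeing the data were TMM scaling, edgeR's quasi-likelihood test on the recovered reads with and without the block, pseudocounts of 0.1 and 5, scaling or a correction for GC content and length together with the block, fry with the block, and replicates 1 and 2 without replicate 3, for which the number of calls with the block is also given. The GC and length correction used the 17825 genes with a GC value, which are 99.1% of the table.

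The fits were first tested on simulated reads drawn for the real genes. Each library was drawn around the mean of its replicate number, so the block was correct there by construction. In the simulation 200 genes were changed. Of these, limma without the block recovered 133 among 15625 genes tested, with 0 false calls, and limma with the block recovered 190, with 8 false calls. On the 17946 genes that passed edgeR's filter, edgeR's quasi-likelihood test recovered 94 without the block and 190 with it, with 0 and 10 false calls, DESeq2 recovered 178, with 6 false calls, and limma-voom recovered 103, with 0 false calls. In the same simulation, camera gave a p-value of 2.94e-51 for 20 genes raised 2-fold and 0.605 for 20 unchanged genes. Work was done in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Transcript sequences were aligned with BLAST 2.17.0. Reads per exon of Tgfbr2 were not analysed here, so that transcripts of the deleted and of the intact allele were counted together.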

Results

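Transcript levels were compared between thymic iNKT1 cells of control mice and of mice in which Tgfbr2 was conditionally targeted by the Tbx21-driven Cre, to ask which genes depend on the TGF-beta receptor in these cells. There were 3 Ctrl and 3 cKO libraries. The Ctrl libraries held 33633224, 30774404 and 52952416 reads in replicates 1 to 3, and the cKO libraries held 28832779, 42031135 and 68092478. Values are in CPM, read counts scaled to a common library total, and 15691 of the 17985 genes in the table had a mean of at least 1 CPM and were tested.

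The libraries differed more between replicate 3 and the other replicates than between groups. Among replicates 1 and 2, libraries of the same group correlated at 0.989 (Ctrl) and 0.986 (cKO). Same-numbered libraries of these replicates correlated at 0.985 for each number, so there the groups differed slightly more than the replicates. The first principal component of log2(CPM + 1) held 85.1% of the variance and separated both replicate 3 libraries from the other 4, whereas the second held 7.27% and separated cKO from Ctrl. In the replicate 3 libraries 4406 genes (Ctrl) and 4590 genes (cKO) were listed at 0, against between 0 and 5 genes in the other 4 libraries, although the replicate 3 libraries were the deepest. Each replicate number was present once in each group, so this difference was balanced between the groups.

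**Figure D1:**
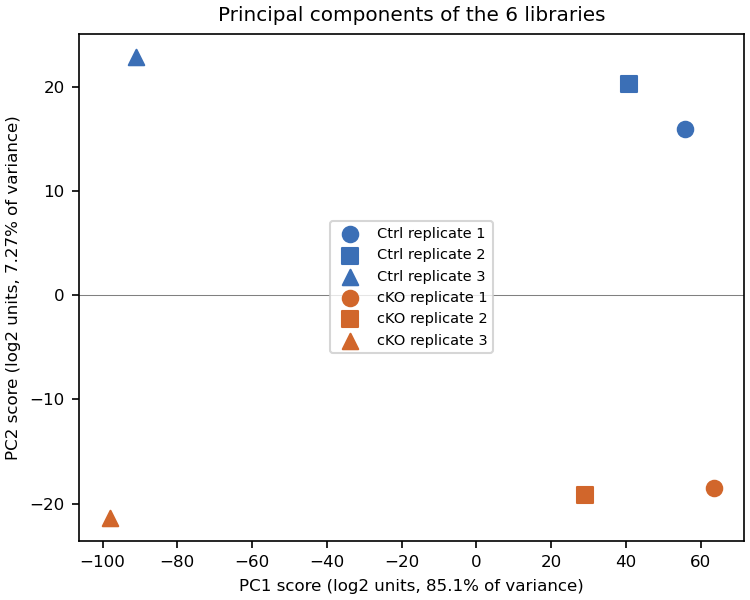
Scores of the 6 libraries on the first principal component (horizontal, 85.1% of variance) and the second (vertical, 7.27% of variance), computed on log2(CPM + 1); colour gives the group and symbol the replicate number. Both replicate 3 libraries lie to the left of the other 4, and the 3 Ctrl libraries lie above the 3 cKO libraries.

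The targeted gene was examined first. Tgfbr2 (ENSMUSG00000032440, chromosome 9, 116087698 to 116175363, minus strand) was read at 461, 461 and 425 CPM in Ctrl replicates 1 to 3 and at 289.8, 257.6 and 274 CPM in cKO replicates 1 to 3. The mean fell from 449 ± 20.7 CPM (SD, n = 3) to 274 ± 16.1 CPM (SD, n = 3), so that 61.0% of the Ctrl level was left, over the whole gene and both forms of the allele. The log2 fold change was -0.71 with a standard error of 0.083 and a limma adjusted p of 0.0207 after Benjamini-Hochberg adjustment. It was -0.75 in replicates 1 and 2 and -0.63 in replicate 3. Every cKO library was below every Ctrl library. In the authors' deposited table the log2 fold change of Tgfbr2 was -0.64 with an adjusted p of 0.373. Over the 18 alternatives other than leaving out a single library, the adjusted p ran from 1.08e-11 to 0.130, the latter under edgeR's quasi-likelihood test without the block, and 14 of them passed. Leaving out any library but cKO replicate 3 left Tgfbr2 short of the threshold, with adjusted p values from 0.0536 to 0.155, and without cKO replicate 3 it was 0.0299.

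Across the genome, 104 genes passed a limma adjusted p of 0.05, 32 higher and 72 lower in cKO, and 79 of them changed by at least 2-fold on the log2(CPM + 1) scale. With the replicate number as a block, 451 genes passed, 194 higher and 257 lower, of which 201 changed by at least 2-fold, and all 104 genes called without the block were among them. The higher genes made up 30.8% of the calls without the block and 43.0% with it. Among the fits on all libraries, the block with a correction for GC content and length gave the most calls, with 594 genes. The fewest among these fits, 20 genes, came from edgeR's quasi-likelihood test on the recovered reads. With the block that test called 459. Leaving out one library gave 22 genes without Ctrl replicate 1, 14 without Ctrl replicate 2, 28 without Ctrl replicate 3, 71 without cKO replicate 1, 22 without cKO replicate 2 and 97 without cKO replicate 3. Within batches, 296 genes passed when replicates 1 and 2 were tested alone, and 897 with the block, which leaves 1 residual degree of freedom per gene there. Of the 296, 283 changed in the same direction in replicate 3, which has 1 library per group and allows no test. All 104 genes, and all 451 called with the block, changed in the same direction in replicates 1 and 2 and in replicate 3. These genes were called with replicate 3 included, so their shared direction is no separate evidence. The groups did not overlap for 1724 of the 15691 tested genes, or 10.99%. Chance would give 10% if all libraries were interchangeable. Replicate 3 stood apart in both groups, however, and genes that follow this difference overlap. The 10% is therefore no fitting reference, and the chance share was not estimated.

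Among the largest rises, Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) rose from 4.21 ± 0.937 to 95.2 ± 17.1 CPM (SD, n = 3 each), a log2 fold change of 4.21 with a standard error of 0.194 and a limma adjusted p of 0.00107. Gm8210 (ENSMUSG00000094497, chromosome 1, 43189156 to 43189638, annotated as a pseudogene) rose from 0.134 ± 0.0421 to 17.7 ± 4.64 CPM, with a log2 fold change of 4.01 and a limma adjusted p of 0.00670. The sequence of Gm8210 is 99.4% identical to that of Rpl29, so its reads and those of Rpl29 are not reliably separable. Emb rose from 2.42 ± 0.945 to 16.05 ± 4.32 CPM (log2 fold change 2.33, limma adjusted p 0.0300). Itgb3 rose from 50.8 ± 10.9 to 247 ± 85.5 CPM, a log2 fold change of 2.22 with a limma adjusted p of 0.0237, and Gimap7 from 40.0 ± 9.28 to 186 ± 40.1 CPM, a log2 fold change of 2.19 with a limma adjusted p of 0.0114. Of these, Emb passed in none of the 6 fits that each left out one library, where its adjusted p ran from 0.0817 to 0.145, while Itgb3 passed in 2, Gimap7 in 3, Gm8210 in 5 and Mmp9 in all 6.

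The 6 largest falls left between 0.223% and 4.13% of the Ctrl level. Cdh1, which encodes E-cadherin (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246), fell from 237 ± 38.5 to 2.45 ± 1.45 CPM (SD, n = 3 each), a log2 fold change of -6.20 with a standard error of 0.350 and a limma adjusted p of 0.00215. Itgae, which encodes the integrin chain CD103 (ENSMUSG00000005947, chromosome 11, 73090583 to 73147446), fell from 738 ± 110.5 to 30.1 ± 12.8 CPM, a log2 fold change of -4.66 with a limma adjusted p of 0.00403. Ccr8 (ENSMUSG00000042262, chromosome 9, 120092133 to 120094906) fell from 239.9 ± 23.3 to 9.90 ± 5.47 CPM, a log2 fold change of -4.58 with a limma adjusted p of 0.00403. Apol9b fell from 39.8 ± 5.26 to 0.0889 ± 0.134 CPM, with 7, 1 and 0 reads in the cKO libraries and a limma adjusted p of 0.00107. B4galnt4 fell from 64.6 ± 13.6 to 1.59 ± 1.68 CPM (log2 fold change -4.82, limma adjusted p 0.00905) and Spsb1 from 71.4 ± 6.92 to 2.19 ± 1.503 CPM (log2 fold change -4.61, limma adjusted p 0.00444). Cdh1, Itgae, Ccr8 and Apol9b passed in each of the 6 fits that left out one library; B4galnt4 passed in 2 of them and Spsb1 in 5.

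**Figure D2:**
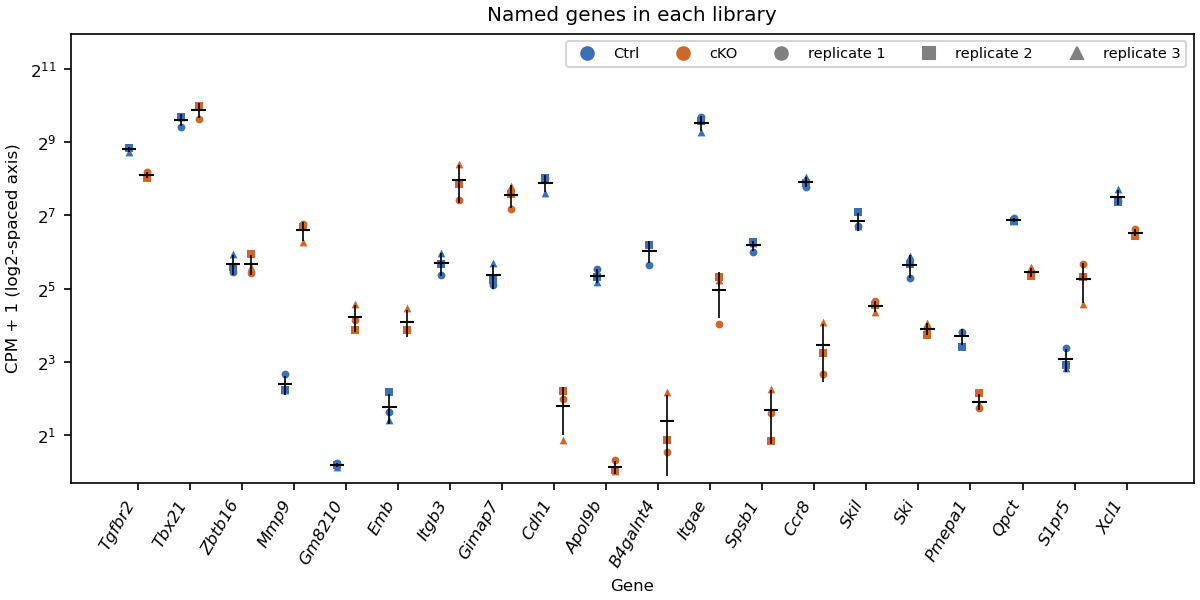
CPM + 1 of 20 named genes (vertical, log2-spaced axis) in each library, Ctrl in blue and cKO in orange, with symbols for the replicate number; horizontal bars are group means and vertical bars 1 SD over 3 libraries. Groups of Tbx21 and Zbtb16 overlap, and those of the other 18 genes do not.

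Whether genes that respond to TGF-beta, and genes tied to residency in tissue or to circulation, moved as groups was tested with lists fixed beforehand. All 11 tested members of the TGF-beta/SMAD response list were lower in cKO, with a median log2 fold change of -0.88 and a camera adjusted p of 1.09e-18. Of these, 4 passed over all genes tested and 7 when adjusted over the list alone; with the block 7 passed over all genes. Besides Itgae, Skil fell from 114 ± 19.5 to 22.05 ± 2.42 CPM (SD, n = 3 each; limma adjusted p 0.00241), Ski from 48.7 ± 10.5 to 13.9 ± 1.68 CPM (limma adjusted p 0.0156) and Pmepa1 from 11.9 ± 2.06 to 2.76 ± 0.552 CPM (limma adjusted p 0.0385). Pmepa1 passed in none of the 6 fits that each left out one library, with adjusted p values from 0.0855 to 0.300, and Ski passed in 2 of them.

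In the tissue residency list, 16 of 21 tested members were lower, with a median log2 fold change of -0.67 and a camera adjusted p of 1.72e-18. Of these 21, 7 passed over all genes tested, all lower, and 16 when adjusted over the list alone; with the block 16 passed over all genes. Qpct fell from 116 ± 3.98 to 42.8 ± 3.76 CPM (SD, n = 3 each; log2 fold change -1.43, limma adjusted p 0.00280). The lists overlap: Itgae and Skil belong to both of the falling lists, and Xcl1 to the tissue residency and iNKT1 effector lists. In the circulation and egress list, 16 of 19 tested members were higher, with a median log2 fold change of 0.39 and a camera adjusted p of 3.27e-09. Of these 19, 2 passed over all genes tested, both higher, and 7 when adjusted over the list alone; with the block 10 members passed over all genes. S1pr5, a sphingosine-1-phosphate receptor, rose from 7.36 ± 1.83 to 37.2 ± 13.7 CPM (log2 fold change 2.14, limma adjusted p 0.0410), and passed in 1 of the 6 fits that left out one library. The TGF-beta/SMAD and residency calls held under camera with an estimated correlation (adjusted p 0.00240 for each) and under fry (2.59e-05 and 2.27e-05), whereas the circulation and egress call held under neither (0.0724 and 0.0917). Directions of these 3 lists were the same under each scaling tried.

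The remaining 4 lists did not pass. The iNKT1 effector list had a median log2 fold change of 0.082 and a camera adjusted p of 0.431, with 15 of 27 members higher; 1 member passed over all genes tested, 10 when adjusted over the list alone and 8 over all genes with the block. The member that passed was Xcl1, also 1 of the 7 residency genes that passed, which fell from 181 ± 26.6 to 91.5 ± 6.51 CPM (SD, n = 3 each; log2 fold change -0.97, limma adjusted p 0.0281); it passed in none of the 6 fits that each left out one library, where the adjusted p ran from 0.0587 to 0.147. The iNKT2 list had a median of 0.18 (camera adjusted p 0.431), the iNKT17 list 0.038 (0.571) and the proliferation list -0.027 (0.571), and the direction of the proliferation list flipped under every other scaling. No member of these 3 lists passed over all genes tested, where 3, 4 and 0 members had an unadjusted limma p under 0.05; adjusted over the list alone, 0, 3 and 0 passed, and with the block 3, 2 and 0 passed over all genes. These calls changed when single libraries were left out. Each such fit leaves the replicates unbalanced between the groups. The median log2 fold change over all tested genes moved from -0.0382 to -0.157 without Ctrl replicate 3 and -0.138 without cKO replicate 1. It was 0.0885 without cKO replicate 3 and 0.0140 without Ctrl replicate 2. Changes of the lists therefore cannot be told apart from this imbalance. Without Ctrl replicate 3 the camera adjusted p was 0.0216 for both the iNKT1 effector and iNKT2 lists, and without cKO replicate 1 it was 0.0382 for iNKT1 effector, 0.0110 for iNKT2 and 0.00316 for proliferation, whose median then was 0.21. Without cKO replicate 3 the proliferation list had a median of -0.28 and a camera adjusted p of 1.41e-05, and without Ctrl replicate 2 a median of -0.21 and 0.0433.

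**Figure D3:**
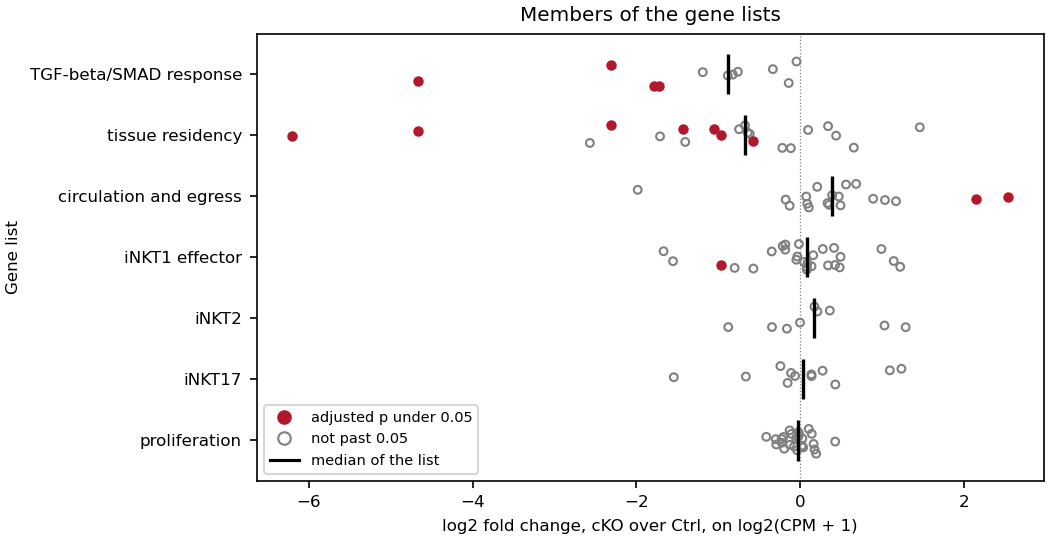
Log2 fold change of cKO over Ctrl on log2(CPM + 1) (horizontal) for each tested member of the 7 gene lists (vertical, with random vertical spread); filled points passed a limma adjusted p of 0.05, open points did not, and the bar is the list's median. The medians are -0.88 for TGF-beta/SMAD response, -0.67 for tissue residency and 0.39 for circulation and egress, and between -0.027 and 0.18 for the other 4 lists; the proliferation median changes sign under other scaling.

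The transcription factor genes Tbx21 and Zbtb16 were chosen before the data were examined. Tbx21 was at 779 ± 86.1 CPM in Ctrl and 947 ± 131 CPM in cKO (SD, n = 3 each), a log2 fold change of 0.28 that did not pass without the replicate block (limma adjusted p 0.984) or with it (0.0771), although Tbx21 was higher in cKO in all 3 same-numbered pairs. It passed with the block together with upper quartile scaling (0.0448) or with GC and length correction (0.0475), both added after the data had been seen; over its 18 alternatives the adjusted p ran from 0.0448 to 1. Zbtb16 was at 49.8 ± 9.19 CPM in Ctrl and 49.9 ± 9.74 CPM in cKO (limma adjusted p 0.99998), and its direction depended on the scaling.

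The authors' deposited table gave an adjusted p under 0.05 to 144 genes, 62 higher and 82 lower in cKO. All 144 were tested here and all had the same direction. Of these, 85 were among the 104 genes called without the block and 142 among the 451 called with it. A further 19 genes called without the block, and 309 called with it, were not past 0.05 in the authors' deposited table. Of the 110 genes the authors marked as higher or lower, 74 passed here without the block and 110 with it.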

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

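The TGF-beta/SMAD and tissue residency lists kept their direction and their side of the threshold under all 18 alternatives and all 6 fits that each left out one library. Their medians ran from -1.31 to -0.76 and from -0.71 to -0.61 over the alternatives. The circulation and egress list kept its direction in all of these and passed in 15 of the 18; it did not pass, at the same median of 0.39, under camera with an estimated correlation, under fry, or under fry with the replicate block (adjusted p 0.0532), where the adjusted p over its alternatives ran from 6.21e-12 to 0.0917. For each change reported here the cause was not tested unless it is stated.

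Counts of calls moved with the test, with the replicate block and with single libraries. Against 104 genes (32 higher, 72 lower, 79 changed at least 2-fold, 85 shared with the authors), the replicate block gave 451 genes (194 higher, 257 lower, 201 at least 2-fold, 142 shared with the authors' deposited table). The same 5 counts were 512, 256, 256, 166 and 142 under DESeq2, 35, 7, 28, 31 and 34 under limma-voom, 20, 7, 13, 17 and 20 under edgeR's quasi-likelihood test, and 459, 241, 218, 195 and 139 under edgeR with the replicate block. They were 594, 312, 282, 199 and 141 under the replicate block with GC and length correction, 513, 265, 248, 201 and 142 under TMM scaling with the replicate block, and 501, 250, 251, 201 and 142 under upper quartile scaling with the replicate block. DESeq2 gave no adjusted p to 5923 genes. Replicates 1 and 2 alone gave 296, 126, 170 and 132 for the first 4 counts, and 897 genes in all with the block. TMM scaling without the block gave 20 higher genes, with 74 in all, and a threshold of 0.01 gave 26 genes. Higher genes were 30.8% of the calls without the block and 27.0% under TMM, but 43.0% with the replicate block, 51.7% under TMM with the block, 49.9% under upper quartile scaling with the block and 50% under DESeq2, so the near balance of directions in the blocked fits depends on the scaling. All 104 genes were among the calls of DESeq2 and of every fit with the block on all libraries. The fits that left out one library gave from 14 to 97 genes, from 3 to 25 higher and 10 to 72 lower, from 14 to 70 changed at least 2-fold and from 14 to 75 shared with the authors, partly because they had fewer libraries.

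Tgfbr2 was lower in cKO in every fit, but did not pass under TMM scaling (-0.65), DESeq2-type size factors (-0.66), limma-voom (-0.65) or edgeR without the block (-0.64), and ran from -0.75 to -0.67 in the fits that left out one library.

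Lists near 0 changed direction. The proliferation median was 0.0357 under TMM scaling with or without the replicate block, 0.0241 under DESeq2-type size factors, 0.0143 under upper quartile scaling with or without the block, 0.0698 under limma-voom and 0.0280 under the block with GC and length correction; it was -0.18 and past the threshold in replicates 1 and 2. The iNKT17 median was -0.0228 with a pseudocount of 5 and -0.21 in replicates 1 and 2. Over the fits that left out one library, medians ran from -0.28 to 0.21 for proliferation, -0.0409 to 0.23 for iNKT2, -0.00762 to 0.14 for iNKT17 and 0.0304 to 0.0840 for iNKT1 effector. Zbtb16, at -0.000677, became 0.0628 under TMM scaling with or without the block, 0.0603 under edgeR and 0.0625 with the block, 0.0639 under limma-voom, 0.0505 under DESeq2, 0.0513 under DESeq2-type size factors, 0.0417 under upper quartile scaling with or without the block, 0.00126 after thinning, 0.0779 under the block with GC and length correction and 0.17 in replicates 1 and 2; the fits that left out one library ran from -0.15 to 0.14.

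Over the 19 reported genes other than Tgfbr2 and all alternatives, 456 comparisons gave 373 with the same direction and side of the threshold, 66 weaker, 2 stronger (Tbx21 under the block with upper quartile scaling, or with GC and length correction) and 15 reversed, all Zbtb16. Most weaker ones came from edgeR's test without the block (13 genes), limma-voom (9 genes) and the fits that left out one library. Thinning all libraries to the smallest gave 106 genes, so depth did not limit the count.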

Other observations

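The gene lists used as technical checks were written before the data were examined. The other tests in this part were chosen after the results they address had been seen. The exception is the sequence comparisons of both gene pairs, which were set before the sequences were aligned. Genes outside the naming rule were chosen after their values were seen.

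A background of reads separated replicates 1 and 2 from replicate 3. In all, 4278 genes had at most 1 read in both replicate 3 libraries together, yet took 1.45% and 1.19% of the reads in Ctrl replicates 1 and 2 and 1.59% and 1.03% in cKO replicates 1 and 2. Among them were receptors of sensory neurons: all 388 olfactory and vomeronasal receptor genes of the table had reads in each replicate 1 and 2 library, against 10 in Ctrl replicate 3 and 8 in cKO replicate 3. Low depth is argued against, since the smaller replicate 3 library held 1.26 times the reads of the largest other library. RNA of other cells, whose abundant transcripts would stand out, cannot be told apart from other sources, since the answer depended on the limit of 1 read. At that limit the largest share of the background reads held by 1 gene outside the Y chromosome was 0.355%, and the top 1% of background genes held between 7.23% and 10.4%, against 19.97% to 20.2% for the other genes of these libraries. At a limit of 5 reads, 1 gene held up to 26.9%: Gm10800, which had 4 reads in replicate 3 and a mean of 3930 CPM over the replicate 1 and 2 libraries. The top 1% then held between 25.4% and 36.7%, against 19.5% to 19.8% for the other genes. Genomic DNA in replicates 1 and 2 is another candidate explanation. In cKO replicate 2, the library with the most Y-linked reads, the 303 X-linked background genes moved relative to 3961 autosomal ones by -0.43 on the log2 scale (95% bootstrap interval over genes -0.52 to -0.38), compared with the other 3 libraries. Expressed X-linked genes, at a mean of at least 20 CPM, moved by -0.03 there. The same measure for background genes was 0.05, 0.14 and 0.09 in Ctrl replicate 1, Ctrl replicate 2 and cKO replicate 1. This rests on 1 library with a different sex mix. No biological explanation was tested, since the background was present in both groups.

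Sex-linked genes differed by replicate. Xist was read at between 8.90 and 37.1 CPM in all 6 libraries. Ddx3y was at 30.6, 28.6 and 0 CPM in Ctrl replicates 1 to 3 and at 28.8, 108.6 and 0 CPM in cKO replicates 1 to 3, so that the replicate 1 and 2 libraries held reads of both sexes. This mix is argued against as the source of the calls: among the 8 tested genes that are Y-linked or Xist, 0 passed with the block or without it, and 0 had an unadjusted p under 0.05 in either fit.

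The replicate difference may account for the low number of calls without the block. Without it, 63.2% of tested genes had an unadjusted p over 0.5, and the share in the authors' deposited table was 81.0%, both more than evenly spread p-values give; with the block the share was 41.5%. This fits replicate differences that inflate the spread within groups. Whether the block also lets through more false calls than the threshold allows stays open. Simulated reads gave 8 false calls beside 190 recovered genes with the block. Those reads were drawn with the same replicate difference in both groups, so the block was correct there and its failure could not show. In a fit to replicates 1 and 2 alone, the block brought 156 genes into the top 451 that had not passed without it, and of the 155 of these that differed between the replicate 3 libraries, 92.3% had the same direction there, against 57.4% of the 13503 tested genes that differed. Calls that were mostly false would not share their direction so often, but a moderate excess of false calls cannot be told apart from none by this number of genes.

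Of the 10 splits of the 6 libraries into groups of 3, 1, the real one, gave as many as 104 genes, and the other 9 gave 0, with between 49 and 4521 genes at an unadjusted p under 0.05. The real split had 944 such genes without the block, fewer than the other splits with 4521, 3020 and 1648 and more than the rest. Those with more genes all kept both replicate 3 libraries on the same side, as did the split with 704. Splits other than the real one that parted these libraries gave at most 158. With the block, 1 of the 4 splits that part all pairs, again the real one, gave as many as 451, and the other 3 gave 0, with between 222 and 449 genes at an unadjusted p under 0.05 against 1981 for the real split. The smallest share these designs allow is 0.1 and 0.25, so the splits alone cannot decide whether the grouping arose by chance. Replicate 3 gives separate evidence against it for the genes called in replicates 1 and 2, since 283 of those 296 had the same direction there, against 57.4% of the tested genes that differed. The other splits put libraries of both genotypes on each side, so that real differences widen their spread.

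A mitochondrial gene and its nuclear copy moved in opposite directions. mt-Nd3 rose from 0.186 ± 0.0524 to 7.22 ± 1.15 CPM (SD, n = 3 each; limma adjusted p 0.0352), while Gm28438, on chromosome 1 from 24612775 to 24613119, fell from 12.1 ± 1.83 to 0.151 ± 0.0143 CPM (limma adjusted p 0.0122). The transcript sequences of the pair aligned over 345 bases at 99.7% identity with 1 mismatch, and 98.9% of the 75-base windows of Gm28438 occurred unchanged in mt-Nd3, so that few windows within the transcripts tell the copies apart. Reads may have moved between the copies. Such a move does not account for the whole fall of Gm28438, since the rise of mt-Nd3 was 58.7% of the fall and the sum of both went from 12.3 to 7.37 CPM, lower in each cKO library than in any Ctrl library. A general change in mitochondrial transcription is argued against. The other 12 mitochondrially encoded genes had a median log2 fold change of -0.40 (-0.13 in replicates 1 and 2 and -0.84 in replicate 3, ranging over the genes from -0.46 to 0.19), opposite to mt-Nd3, and 0 of them passed with or without the block, where 8 and 0 had an unadjusted p under 0.05. A mitochondrial sequence that differs between the Ctrl and cKO mice, such as one from another maternal line, is a hypothesis that would give an exchange; reads were not analysed here, so it stays open, as does the source of the part of the fall that the rise leaves out.

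A similar exchange involved a ribosomal protein gene. Rpl29, on chromosome 9 from 106429454 to 106431568, fell from 169 ± 14.9 to 16.5 ± 3.498 CPM (SD, n = 3 each; limma adjusted p 0.00107) as Gm8210 rose. The transcript sequences aligned over 483 bases at 99.4% identity with 3 mismatches, and 49.1% of the 75-base windows of Gm8210 occurred unchanged in Rpl29. The rise of Gm8210 may therefore come from Rpl29 reads placed on the copy. It does not account for the whole fall of Rpl29, since the rise was 11.5% of the fall. A lower level of Rpl29 and reads lost to further copies stay open, as does a variant in Rpl29, which lies on the same chromosome as Tgfbr2.

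Calls were dense near Tgfbr2. Within 10 megabases on either side, 18 of 215 tested genes (8.37%) passed with the block, against 431 of 15447 elsewhere on the autosomes and the X chromosome (2.79%), an odds ratio of 3.18 with Fisher's exact p of 4.91e-05, two-sided, Tgfbr2 itself left out. Without the block, 9 of the 215 (4.19%) passed, against 93 elsewhere (0.602%), an odds ratio of 7.21 with a p of 1.11e-05. Within 5 and 20 megabases the odds ratios were 4.37 and 2.79 with the block (Fisher's exact p 0.00394 and 7.37e-05). Without it they were 6.08 and 5.38 (Fisher's exact p 0.0467 and 9.80e-05). Of the widths tried, 10 megabases gave the smallest p in both fits. Genes are not independent, and neighbours can share regulation. Variants of another strain carried along with the floxed allele are a candidate explanation. They cannot be told apart from clusters of neighbouring genes that respond together: of 242 windows of 20 megabases with at least 50 tested genes, 5 were at least as dense, 4 of them on chromosomes 7 and 15 and 1 over Tgfbr2 itself, and without the block 2 were, both on chromosome 7. Neighbouring windows overlap. Among the dense ones with the block, those on chromosome 7 from 130 to 150 and from 140 to 160 megabases share genes. Reads that would show variants were not analysed here. Ccr2, in this region, rose from 161 ± 31.4 to 384 ± 59.7 CPM (limma adjusted p 0.0352), and Ccr8, also there, fell.

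Tgfbr2 kept 61.0% of its reads, which cells with an intact gene might have supplied. As the whole cause this is argued against: in same-numbered pairs Tgfbr2 kept between 55.9% and 64.5%, and 5 of the 11 tested members of the TGF-beta/SMAD list (Ski, Skil, Pmepa1, Ldlrad4 and Itgae) were below the lowest of these in all 3 pairs, where at most 1.375 would be expected if each gene's true share were no lower (one-sided binomial p 0.00733, genes taken as independent). Over all 11 members the median share kept was 56.1%, from 4.08% (Itgae) to 97.2%. The median does not measure the part of undeleted cells, since how far each gene depends on the receptor was not measured. Taken alone, Itgae would leave room for about 4.08% of undeleted cells at the Ctrl level, but this rests on 1 gene. A smaller part of undeleted cells stays open. Transcripts of the deleted allele that were still counted over the rest of the gene also stay open, since reads per exon were not analysed here.

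The rises of Mmp9, Itgb3 and Tyrobp, genes also active in myeloid cells, raised the question of contamination. Tyrobp rose from 10.5 ± 2.29 to 38.0 ± 11.95 CPM (SD, n = 3 each; limma adjusted p 0.0410). Myeloid cells in the cKO libraries are argued against, since the highest cKO mean among Lyz2, Cd68, Csf1r and Itgam was 2.82 CPM, against 2.63 CPM for that gene (Itgam) in Ctrl, and Lyz2 was at 1.25 CPM in Ctrl and 0.877 CPM in cKO. Of the 7 genes of the myeloid list in the table, 3 (Cst3, Tyrobp and Ctss) had a Ctrl mean of at least 5 CPM and 0 belonged to another list. A change within the iNKT1 cells stays open as a hypothesis.

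The lists used as technical checks gave few calls. Of 6 tested myeloid genes, Tyrobp rose and Ctss fell past the threshold, with a median log2 fold change of 0.01. Of the 10 mitochondrially encoded genes of the list, mt-Nd3 passed, and the median was -0.42. No gene passed without the block among 18 immediate early and stress genes (median 0.17), 7 B cell genes (0.09), 7 double-positive thymocyte genes (0.43), 4 epithelial and stromal genes (-0.02), 1 erythroid gene (-0.10) and 5 sex-linked genes (0.58). In these 6 lists, 0, 0, 1, 0, 0 and 0 genes had an unadjusted p under 0.05 without the block, and 8, 1, 4, 0, 0 and 0 with it. With the block Cd4 passed, in the double-positive thymocyte list, where 6 of 7 genes were higher in cKO.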
